A study of Caulobacter vibrioides with 12 samples. Its data were reported in "Widespread prevalence of a methylation-dependent switch to activate an essential DNA damage response in bacteria" (2024).

How the data were processed

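Chromatin immunoprecipitation with an anti-FLAG antibody, followed by sequencing, was carried out on exponentially growing Caulobacter crescentus, a freshwater bacterium whose 1 circular chromosome spans 4042929 bases. The 12 libraries fall into 6 groups of 2 replicates. Cells carried FLAG-tagged Cada2, FLAG-tagged RpoC (the beta prime subunit of RNA polymerase) or no tag, and were fixed at 0 h without damage or after 2 h with 1.5 mM methyl methanesulfonate (MMS), a DNA methylating agent. No library of untreated cells at 2 h was analysed here, so MMS and 2 h of growth cannot be separated. The sources used here do not say whether replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

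Per the submitters' processing notes and the methods of the study, reads were aligned with BWA and turned into per-base coverage with bedtools. Versions are stated in the methods for RNA sequencing, and none was given for these libraries in the sources used here. The deposited values are coverage (signal) at each position, in 2 layouts. In 7 libraries the authors deposited 1 value for every base, scaled by the read total of the library (RPM), with means of 12.9 to 13.4. In 5 libraries the authors deposited coverage in intervals, with means of 26.9 to 57.7. In these 5 libraries 1 read is worth nearly the same value (0.273), although their own depths differ 2.15-fold. Both libraries of a group can therefore differ in deposited mean by scaling alone, by 4.40-fold for Cada2-FLAG at 2 h, and deposited values were not compared directly. Every deposited value was a whole multiple of the value of 1 read, within 0.01 reads plus 1e-05 of the depth (100% of values), which gave the depth back. Mean depth was 89.4 to 211 reads per base, or 7087522 to 16762845 reads of 51 nucleotides, and 1.17% of bases had no read in any library. Replicates shared the same depth at 1.18% to 3.25% of bases and were treated as separate libraries.

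Relative coverage is coverage divided by the mean of its library over the genome, so a value of 1 is the genome mean. It was averaged over 100 bp bins (40429), over 4097 annotated genes and over windows at gene ends (8193). Gene positions came from the RefSeq annotation of strain NA1000, made on the chromosome sequence that the files name. The strand of genes was not used here, so windows fixed as upstream of each gene start were placed at both ends of every gene, from 200 bp outside to 50 bp inside. The end with the lower coordinate is called the low end and the other the high end. The genome sequence was not used here, so a planned motif test was not run. Product names were not used here, so lists planned by product were matched by gene symbol, a change made after the data had been seen. Methylation damage repair, base excision repair and TonB-dependent receptors then held 1 gene each and were not tested as lists. For the last this was tonB1, whose symbol names TonB itself and not a receptor, so its value does not describe the receptors.

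Features with mean relative coverage under 0.1 were left out. Fits used limma (version 3.58.1, R 4.3.3) on log2(relative coverage + 0.1), with 1 factor of 6 groups, a mean-variance trend and 6 residual degrees of freedom. All fold changes are on this log2 scale, which understates the change of weakly covered features. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold of at least 1. Called bins within 200 bp were merged, and regions held at least 2 bins. Gene lists were tested with camera at a preset correlation of 0.01. Permutation of 2 libraries against 2 cannot give a two-sided p below 0.333, which is why a model across features was used. Other computation used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. The fitting code was tested on simulated data with 200 changed features. For RpoC genes changed with MMS, it recovered 98% of changes of 1.5 and 100% of changes of 3 on the log2 scale among 4044 genes. For Cada2 bound bins after MMS, it recovered 91% and 100% among 39982 bins. The simulated noise was normal and independent, with a spread per feature shared by all groups and no batch. These percentages therefore do not measure recovery in the real libraries. An initial fit of the planned comparisons had been seen before this test on simulated data, and no setting was chosen from it.

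Tests, samples, gene lists (apart from the matching by symbol) and the rule for named genes were fixed before the data were examined. Named are all adaptive response and methylation damage repair genes, up to 10 regions with the largest fold for Cada2 after MMS (regions without MMS only if there were 10 or fewer), and, per gene or window comparison, up to 10 rises and 10 falls with the largest fold among called features in which both 2 h libraries lay beyond both 0 h libraries. From other lists, 2 to 4 called members with the largest absolute fold are named, or the 2 with the smallest p where none was called. Alternatives covered scaling, pseudocount, filter, samples fitted, variance trend, replicate block, left-out libraries, fold threshold and feature size. File layout as a batch term, deposited values, a crossed replicate numbering, an estimated correlation beyond untagged and removal of ribosomal RNA loci were added after seeing the data. Deviations from group means did not pair libraries by replicate number. Across genes, their correlation ran from -0.84 between both Cada2-FLAG groups to 0.81 between both RpoC-FLAG groups. Among tagged groups its sign followed the file layout. It was 0.49 to 0.81 where replicate numbers matched in layout, and -0.53 to -0.84 where the layouts were swapped. Untagged 2 h, the untagged group with both layouts, went the other way. Its correlation was -0.21, -0.071 and -0.15 with Cada2-FLAG 0 h, RpoC-FLAG 0 h and RpoC-FLAG 2 h, matched in layout. With Cada2-FLAG 2 h, where the layouts were swapped, it was 0.25. The main fits hold no layout term, so a batch that runs along layout is not modelled in them.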

Results

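Anti-FLAG chromatin immunoprecipitation was measured in Cada2-FLAG, RpoC-FLAG and untagged cells at 0 h without damage and at 2 h with 1.5 mM MMS, with 2 libraries in each of 6 groups. Cada2 is a methyltransferase-like regulator of the adaptive response to DNA methylation. Mean depth per library was 89.4 to 211 reads per base, and whether depth or the number of libraries limits precision was not tested. Values are relative coverage, with 1 as the genome mean, given as mean ± SD with n = 2.

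The first comparison asked where Cada2 was bound after damage, against untagged cells treated in the same way. Cada2-FLAG signal was higher in 8 regions. At the boundary of CCNA_03845 (cada2 itself) and CCNA_03846 (4012301 to 4012700), relative coverage in the bin with the largest fold was 5.80 ± 0.657 against 1.44 ± 0.0934 in untagged cells, a log2 fold of 1.94 (SE 0.15, limma adjusted p = 0.000101). Between CCNA_02284 and CCNA_02285 (greB, a transcript cleavage factor; 2434601 to 2434900) it was 6.99 ± 1.21 against 1.56 ± 0.0443, a log2 fold of 2.08. Over CCNA_00725 (cada3, with an Ada-like methyltransferase domain; 781301 to 781600) it was 3.85 ± 0.651 against 0.987 ± 0.0812. At the boundary of CCNA_00253 and CCNA_00254 (267001 to 267200) it was 4.49 ± 0.55 against 1.39 ± 0.139.

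The region with the largest fold lay over CCNA_02822, CCNA_03978 and CCNA_03979 (2979601 to 2979800), with a log2 fold of 2.22 (SE 0.23, limma adjusted p = 0.000893). The other regions lay over CCNA_01029 (log2 fold 1.81), at CCNA_01688 and CCNA_01689 (log2 fold 1.34) and over CCNA_00470 (log2 fold 1.09). At CCNA_01688 and CCNA_01689, RpoC-FLAG signal was high at both times (7.21 ± 0.694 at 0 h, 7.08 ± 0.98 at 2 h). Over CCNA_00470, Cada2-FLAG signal was 1.27 ± 0.392 at 0 h and 1.75 ± 0.233 at 2 h. This comparison does not test the change from 0 h, nor separate binding from background at transcribed loci. In 1 region, over CCNA_03844 next to cada2 (4011001 to 4011500), Cada2-FLAG signal was lower than untagged, in the bin with the largest fold at 1.07 ± 0.0675 against 2.53 ± 0.06. In bins, 34 were higher and 4 lower of 39982 tested by limma. A further 13 higher bins stood alone and formed no region. One of these, chosen after its value was seen, was 803501 to 803600, over tipF and just outside the high end of cada1. It had 4.11 ± 0.555 against 1.72 ± 0.195 in untagged cells (log2 fold 1.21, limma adjusted p = 0.00607). The count rose to 148 with file layout as a batch term, an alternative chosen after seeing the data, and was 64 without Cada2-FLAG 2 h replicate 1, 19 without Cada2-FLAG 2 h replicate 2 and 16 without untagged 2 h replicate 1.

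**Figure D1:**
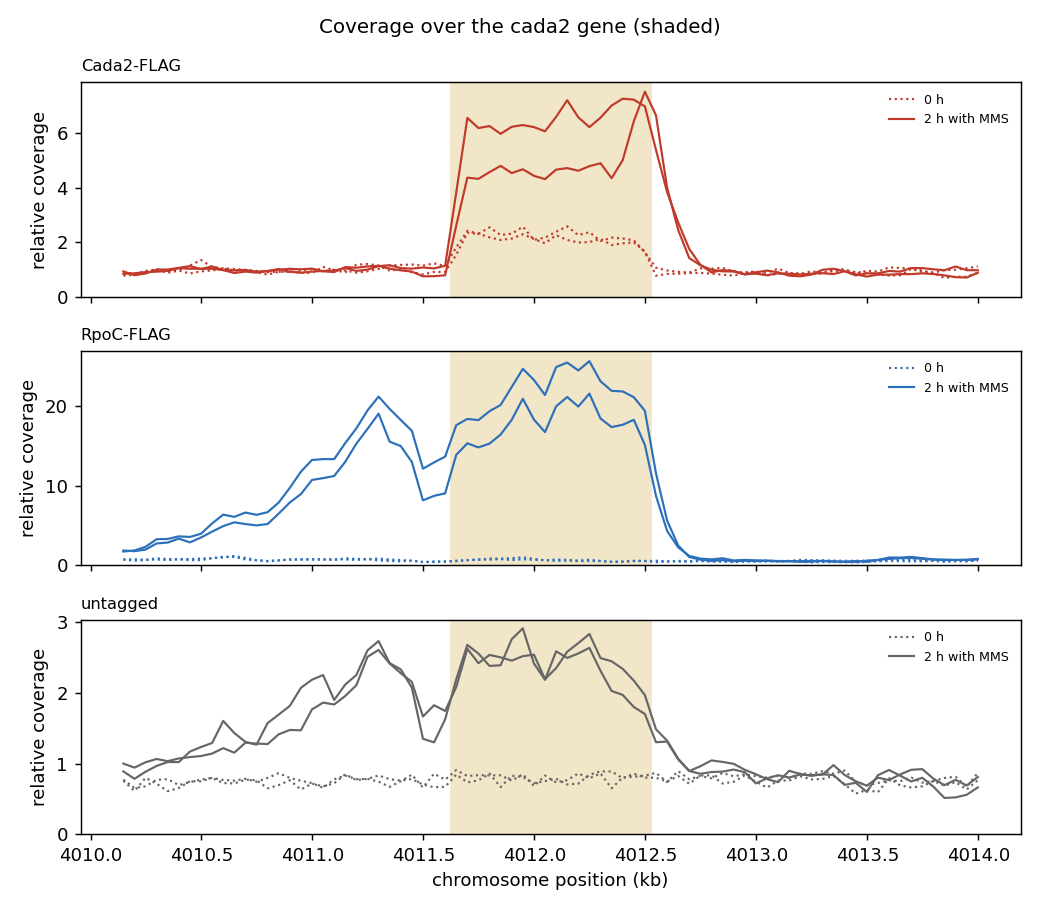
Relative coverage (1 is the genome mean, 50 bp steps) against chromosome position in kb around cada2, shaded, for each library; dotted lines are 0 h and solid lines 2 h with MMS, and the vertical scale differs between panels. Cada2-FLAG libraries at 0 h average 2.07 and 2.21 over the coding sequence, and only RpoC-FLAG and untagged libraries rise beyond its low end at 2 h.

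The next comparison asked whether Cada2 was bound before damage. In Cada2-FLAG cells at 0 h, 73 bins were higher and 2 lower than in untagged cells, and the higher bins formed 18 regions. As there were more than 10, the examples other than cada2 were chosen after their values were seen. The largest folds lay in ribosomal RNA and transfer RNA loci, including 3792301 to 3792700 over CCNA_R0082, CCNA_R0083, CCNA_R0211 and CCNA_R0084 (in the bin with the largest fold, 5.41 ± 3.23 against 0.448 ± 0.0213, log2 fold 3.20, limma adjusted p = 0.00494). Ribosomal protein genes were among the others, such as rplC and rplD (log2 fold 1.40). In a region within the coding sequence of cada2 (4011701 to 4012500) the bin with the largest fold had 2.29 ± 0.252 against 0.746 ± 0.056 (log2 fold 1.49, limma adjusted p = 0.0276). Of the 39982 bins tested, limma called 0 without untagged 0 h replicate 1 (2670 at an unadjusted p under 0.05), 0 without its replicate 2 (2681 at an unadjusted p under 0.05), 9 without Cada2-FLAG 0 h replicate 1 and 22 without its replicate 2 (18 higher and 4 lower), against 75 with all libraries. With genome median or local median scaling 13 bins were called, and 39 with the replicate block. Other alternatives raised the count. It was 320 with file layout as a batch term, chosen after seeing the data, and 193 with only the groups compared in the fit. Without the variance trend it was 185, and with a pseudocount of 0.01 it was 119.

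The log2 ratio of coverage over the cada2 coding sequence (4011623 to 4012525) to its 1 kb flanks was 1.14 and 1.22 in the 2 Cada2-FLAG libraries at 0 h. It was 0.0150 to 0.138 in the 4 other libraries at 0 h. Over the 200 bp outside the high end, relative coverage was 0.830 and 0.955 in the Cada2-FLAG libraries at 0 h, above untagged libraries at 0 h by 0.16 on the log2 scale. Over the 200 bp outside the low end it was 1.17 and 0.885, above untagged libraries by 0.45. The mean ratio of the 4 Cada2-FLAG libraries was 1.06 higher on the log2 scale than that of the 8 others (exact two-sided permutation test, p = 0.0364). This test pools both times, and the Cada2-FLAG libraries at 2 h stood at 2.01 and 2.43. At 0 h alone the difference was 1.10 (exact permutation p = 0.133, the smallest that 2 against 4 libraries allow). RpoC-FLAG libraries at 2 h reached 1.58 and 1.59, above the Cada2-FLAG libraries at 0 h. The difference did not pass with 2 kb flanks (0.92, exact permutation p = 0.101), without Cada2-FLAG 2 h replicate 1 (0.96, exact permutation p = 0.0970) or without its replicate 2 (0.82, exact permutation p = 0.109).

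With MMS, Cada2-FLAG signal rose at 25 gene-end windows in 11 separate stretches and fell at none (limma, 8132 windows). The largest rise was at the low end of greB, CCNA_02285_low, from 0.966 ± 0.0163 to 5.63 ± 0.442 (log2 fold 2.42, SE 0.12, limma adjusted p = 3.61e-06). The neighbouring windows CCNA_02284_high and CCNA_R0159_high rose by 2.23 and 2.07. At the adaptive response genes, the high end of cada2 (CCNA_03845_high) rose from 1.03 ± 0.0677 to 4.21 ± 0.191, with a log2 fold of 1.93. Both ends of CCNA_00745, an AlkB-like dioxygenase gene, rose (log2 folds 2.28 and 1.85), as did both ends of CCNA_00746, cada1 (2.14 and 1.54). At 2 h, replicates spread widely at the low ends, with 4.48 ± 1.48 at CCNA_00745_low and 4.93 ± 1.45 at CCNA_00746_low. The high ends stood at 4.42 ± 0.852 for CCNA_00745 and 3.54 ± 0.269 for CCNA_00746. CCNA_00745_high and CCNA_00746_low overlap. The windows CCNA_03935_low, CCNA_03935_high and CCNA_00744_high, which overlap the same stretch, rose by 2.27, 2.24 and 2.12. At cada3, CCNA_00725_low rose by 2.00 (3.73 ± 1.58 at 2 h) and the overlapping CCNA_00724_high by 2.01 (4.06 ± 1.52 at 2 h). CCNA_00725_high had a log2 fold of 0.63 and the low end of cada2 one of 0.24, and neither passed the test. Both ends of alkB (CCNA_00009) had folds of -0.10 and -0.063, which did not pass and turned sign in some alternatives. With only the 4 Cada2-FLAG libraries in the fit, limma called 0 windows, with 134 at an unadjusted p under 0.05.

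Beyond the change in untagged cells, 7 windows in 4 separate stretches differed. With all libraries, each of these windows was in the direction of a greater Cada2-FLAG rise. They were CCNA_02285_low (log2 difference 1.76, SE 0.18, limma adjusted p = 0.00333), CCNA_02284_high (1.75), CCNA_00726_low, which overlaps the high end of cada3 (1.58), CCNA_R0159_high (1.33) and CCNA_03845_high (1.30). CCNA_02285_low, CCNA_02284_high and CCNA_R0159_high overlap each other. At the other 2, CCNA_02100_low (1.05) and CCNA_02099_high (1.02), untagged signal was lower at 2 h, from 1.64 ± 0.0415 to 0.884 ± 0.0657 at CCNA_02100_low. No window of CCNA_00745 or CCNA_00746 passed this test, with differences of 0.57 to 1.16. The windows set at the ends of cada3, CCNA_00725_low (1.15) and CCNA_00725_high (0.66), did not pass. Nor did the low end of cada2, CCNA_03845_low, at -0.88. Without Cada2-FLAG 2 h replicate 1, CCNA_00725_low (1.58) and CCNA_00745_low (1.50) were called. With genome median scaling limma called 0 windows, with 824 at an unadjusted p under 0.05. The 7 windows then had log2 differences of 1.03 to 1.77 and limma adjusted p of 0.0742 to 0.146. The count was 21 without Cada2-FLAG 2 h replicate 1, 4 without its replicate 2, 1 without untagged 0 h replicate 1 or 2, 2 without untagged 2 h replicate 1 and 4 without its replicate 2. Directions were mixed without Cada2-FLAG 0 h replicate 2 (4 higher, 5 lower), with the file layout as a batch term (18 higher, 15 lower) and with a replicate block with crossed numbers (18 higher, 8 lower), the last 2 chosen after seeing the data. Deviations of Cada2-FLAG libraries from their group means had a correlation of -0.82 across windows between both times, where the layouts are swapped by replicate number.

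RNA polymerase moved strongly onto the adaptive response genes with MMS. RpoC-FLAG coverage over cada2 went from 0.660 ± 0.0511 to 19.7 ± 2.89 (log2 fold 4.70, SE 0.18, limma adjusted p = 2.25e-07). It went from 0.698 ± 0.0898 to 18.6 ± 1.49 over cada1 (log2 fold 4.55), from 0.535 ± 0.131 to 16.7 ± 1.90 over CCNA_00745 (4.73) and from 0.471 ± 0.0379 to 12.3 ± 1.83 over cada3 (4.44). All 4 genes of this list rose, and 4 were called when adjusted over the list alone. The study chose the list partly on these samples, so it is not independent evidence. Neighbouring genes rose as well, with log2 folds of 4.80 for CCNA_03935, 4.54 for CCNA_00744, 3.77 for CCNA_00724 and 3.45 for CCNA_03844. At the separate locus beside greB, CCNA_02284 rose by 3.06 and CCNA_R0159 by 2.75. CCNA_03935 lies within CCNA_00745, and CCNA_R0159 overlaps CCNA_02284 over most of its length. Without strand, the signals of each pair cannot be told apart over the shared bases.

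In all, 75 genes rose and 3 fell of 4044 tested by limma. The 3 that fell were CCNA_01020 (log2 fold -1.76), CCNA_01021 (-1.60) and CCNA_03737 (-1.17). With a pseudocount of 1 the count was 29 genes, all higher, and these 3 were at -0.87, -0.83 and -0.65, under the fold threshold. Beyond the change in untagged cells, 81 genes differed upward and 3 downward, led by cada3 (log2 difference 3.50, SE 0.19, limma adjusted p = 8.97e-06). With file layout as a batch term, chosen after seeing the data, the counts were 81 and 12, and with only the groups compared in the fit 79 and 7. A pseudocount of 1 left 30 genes, all upward, with CCNA_01020, CCNA_01021 and CCNA_03737 at -0.91, -0.82 and -0.63. CCNA_03737 was also under the fold threshold with local median scaling (-0.85).

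**Figure D2:**
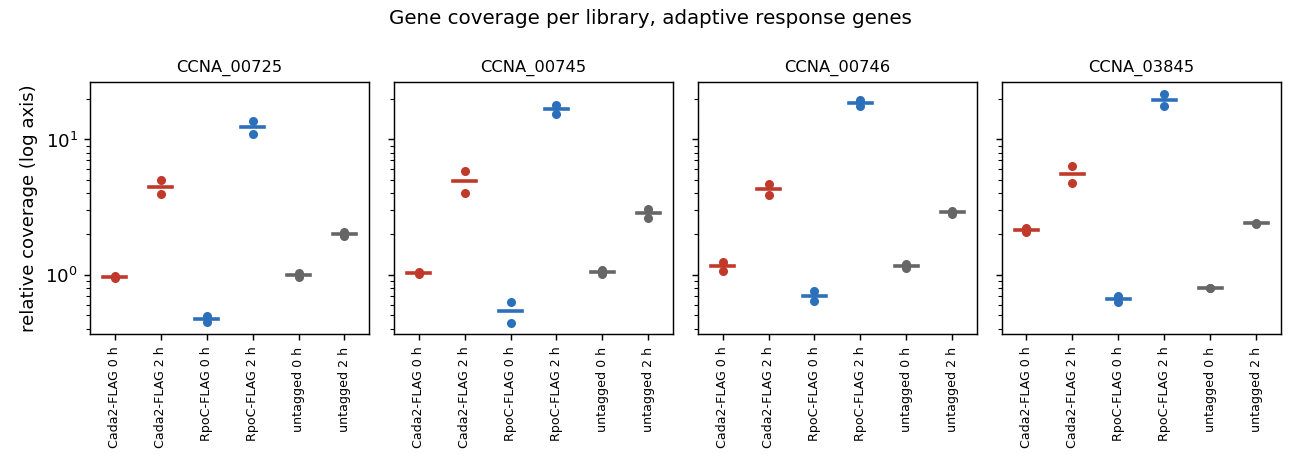
Relative coverage (log axis) of the 4 adaptive response genes in each library, as points, with the group mean as a bar. RpoC-FLAG means at 2 h lie between 12.3 and 19.7, Cada2-FLAG means at 2 h between 4.28 and 5.60, and untagged means at 2 h between 2.00 and 2.89.

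Among the 18 SOS and recombination repair genes, 4 rose and 14 did not pass, and 4 were called when adjusted over the list alone. They were lexA, the SOS repressor gene (log2 fold 2.10), recA, for the recombinase (1.75), imuA, a mutagenesis gene (1.70), and sidA, a division inhibitor gene (1.28). The call was lost for imuA with a pseudocount of 1 (0.94) and for sidA without RpoC-FLAG 2 h replicate 1 (0.98). As a list they were higher than other genes (camera adjusted p = 2.92e-08; adjusted p = 0.0693 with an estimated correlation). Of 12 heat shock and protease genes, only rpoH, for the heat shock sigma factor, was called with MMS (log2 fold 1.71; 1 when adjusted over the list alone), while clpS and lon, both at 0.99, were under the fold threshold. Beyond untagged cells 3 were called, rpoH (1.58), clpS (1.08) and lon (1.06), and 3 when adjusted over the list alone. There clpS was under the threshold without untagged 0 h replicate 2 (0.997) and with a pseudocount of 1 (0.78), and lon with local median scaling (0.89) and a pseudocount of 1 (0.67). With MMS the list median was 0.76 (camera adjusted p = 3.43e-13; adjusted p = 0.0567 with an estimated correlation). The adaptive response list had a camera adjusted p of 1.56e-11, and an adjusted p = 0.0567 with an estimated correlation.

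None of 55 flagellum and chemotaxis genes was called (0 when adjusted over the list alone). Over all 4044 genes the median log2 fold with MMS was -0.11. The list median was -0.14 (camera adjusted p = 0.00156; adjusted p = 0.0859 with an estimated correlation), and it did not pass with local median scaling (adjusted p = 0.472). The members with the smallest p were fliP and fliE, both at a log2 fold of -0.28, which turned to 0.18 and 0.077 with local median scaling. In the DNA replication list, 1 of 10 genes rose, dnaE (log2 fold 1.02), which lies beside sidA (1 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.171; 0.0183 without RpoC-FLAG 2 h replicate 2). The dnaE fold was under the threshold with a pseudocount of 1 (0.63), without RpoC-FLAG 0 h replicate 2 (0.99) and without RpoC-FLAG 2 h replicate 1 (0.90). In the RNA polymerase and sigma factor list 1 of 12 rose, rpoH again (1 when adjusted over the list alone; camera adjusted p = 0.294).

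No member was called in the lists of 26 ribosomal protein genes (median log2 fold -0.24), 30 ATP synthase and respiration genes (-0.17), 18 cell division and cell wall genes (-0.082), 16 cell cycle regulators (-0.013), 4 oxidative stress genes (-0.061) and 47 transfer RNA genes (-0.12). Their camera adjusted p were 0.294, 0.155, 0.639, 0.473, 0.626 and 0.942, and 0 members were called in each when adjusted over the list alone. Several of these lists turned direction when 1 RpoC-FLAG library was left out. At the preset correlation, the ribosomal protein list passed beyond untagged cells (camera adjusted p = 0.000442). ATP synthase and respiration passed there (camera adjusted p = 0.0307) and with local median scaling (camera adjusted p = 2.16e-07). With an estimated correlation neither list passed, with MMS or beyond untagged cells. For the cell cycle, oxidative stress and polymerase lists the test pointed up although the median was below 0, and with local median scaling the oxidative stress and polymerase medians were 0.079 and 0.12. The test sets a list against the other genes, and the median over all genes was -0.11. The members with the smallest p were rplQ (-0.36) and rpsN (-0.31), nuoN (-0.30) and nuoM (-0.31), ftsI (-0.29) and rodA (-0.23), divJ (0.11) and divL (-0.089), oxyR (0.45) and katG (-0.26), and CCNA_R0047 (-0.28) and CCNA_R0038 (-0.25). Of the lists with 1 gene, alkB had a log2 fold of -0.29, mutY of -0.030 (0.047 with genome median scaling) and tonB1 of -0.24, and none was called.

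In untagged cells, which carry no FLAG tag, coverage rose over 7 genes and fell over none. They were cada2 (from 0.797 ± 0.00846 to 2.39 ± 0.0473, log2 fold 1.47, limma adjusted p = 0.00811), CCNA_00745 (1.35), CCNA_03935 (1.34), CCNA_00724 (1.29), cada1 (1.25), CCNA_00744 (1.22) and CCNA_03844 (1.04). All 7 were also called in RpoC-FLAG cells. At cada3 the log2 fold was 0.94, under the fold threshold. With a pseudocount of 1 limma called 0 genes (668 at an unadjusted p under 0.05), and the 7 were at 0.60 to 0.92, under the fold threshold. Leaving out either untagged 0 h replicate or untagged 2 h replicate 2 left 1 call, and leaving out untagged 2 h replicate 1 left 0 (286 at an unadjusted p under 0.05 by limma).

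Across 8132 gene-end windows, the changes with MMS in Cada2-FLAG and in RpoC-FLAG cells, which share no library, had a Pearson r of 0.596. Windows are not independent replicates and no p is given. It was 0.324 by Spearman's rho. With the untagged change subtracted from both, r was 0.651, while unchanged groups sharing those controls gave 0.50 in 100 simulations with independent windows. Part of the excess may come from the shared controls. The covariance was 0.0692 against a simulated 0.0217.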

Values the study reported

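The study reported that its ChIP-seq results overlapped with the genes raised in a Cada2-dependent way in RNA-seq by approximately 83%. It described a Cada2 regulon of 6 genes. In its profiles, Cada2 appeared modestly enriched at the cada2 promoter without damage.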

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

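The tests of explanations in this part were chosen after the results were seen, except the correlation of untagged with RpoC changes among genes that were not called. The results listed first were picked out because the change with MMS differed between tagged and untagged cells by an interaction test. That held for 7 windows, in 4 separate stretches, in Cada2-FLAG cells and 84 genes in RpoC-FLAG cells. The windows were CCNA_02285_low (1.76), CCNA_02284_high (1.75), CCNA_00726_low (1.58), CCNA_R0159_high (1.33), CCNA_03845_high (1.30), CCNA_02100_low (1.05) and CCNA_02099_high (1.02). The named genes were CCNA_00725 (3.50), CCNA_03935 (3.47), CCNA_00745 (3.38), CCNA_00744 (3.32), CCNA_00746 (3.31), CCNA_03845 (3.23), CCNA_00724 (2.48), CCNA_02284 (2.48), CCNA_03844 (2.41) and CCNA_R0159 (2.30), with CCNA_01020 (-1.83), CCNA_01021 (-1.58) and CCNA_03737 (-1.13) in the other direction.

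At 0 h, Cada2-FLAG signal formed a block over the cada2 coding sequence. Binding at a promoter at either end is argued against as its source, since the 200 bp outside the high end differed from untagged cells by 0.16 on the log2 scale (SD 0.14) and those outside the low end by 0.45 (SD 0.28), against 1.42 over the coding sequence. The high end is the one raised after MMS (3.54 and 3.36 in Cada2-FLAG libraries, against 0.803 and 1.07 at the low end). Weak binding at the promoter at 0 h, where the study saw modest enrichment, is not excluded. An additional copy of the coding sequence left by the tagging construct may account for the block: the coding sequence over its flanks was higher by 1.10 than in the other strains at 0 h, close to a doubling. The test asked for a ratio above all other libraries. It cannot decide, because RpoC-FLAG libraries at 2 h, with RNA polymerase over the induced gene, were higher still. Among 0 h libraries the ratio was 1.14 and 1.22 in Cada2-FLAG cells, against 0.0150 to 0.138 in the others. The study states that a plasmid carrying tagged cada2 was integrated at the endogenous locus. The number of copies was not measured here, so this stays open too.

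Untagged cells rose over genes that RNA polymerase entered with MMS. A background that follows RNA polymerase across the genome was predicted to give a correlation over 0.3 among the 3966 genes called in neither comparison, and r was -0.0470. This r met the outcome written beforehand for no such background, so no link with the RpoC change was seen among those genes. It leaves out the called genes, and for them the explanation stays open. The median untagged log2 fold was 0.34 over 26 ribosomal protein genes and 0.26 over 47 transfer RNA genes, with no member called. The median RpoC-FLAG fold with MMS over the same lists went the other way, at -0.24 and -0.12, also with no member called. A layout effect shared by all groups is argued against as the whole cause. With layout as a batch term all 7 genes were still called, at log2 folds of 1.06 to 1.52 (median 1.34, largest SE 0.19), against 1.04 to 1.47 without it. The term is 1 value shared by all groups, most of them tagged, so it cannot test a layout effect particular to untagged cells. Such an effect, a share of layout or a single library stays open, because the genes were called on these same libraries. The median rise was 1.39 in the untagged 2 h library with the layout of both 0 h libraries. Folds without 2 h replicate 1 or 2 were 0.99 to 1.49 and 1.10 to 1.46. No biological explanation was tested.

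At 0 h, Cada2-FLAG signal stood above untagged signal at ribosomal and other heavily transcribed loci. Across 39982 bins, the difference correlated with the RpoC-FLAG level at 0 h at r = 0.602. The pattern was already a difference at heavily transcribed loci, so this correlation largely restates it. It cannot decide whether a background that follows RNA polymerase is the cause, and that explanation stays open. A single library of one layout stays open: the median rise over the 73 higher bins was 1.10 in the library of the other layout and 1.37 in its partner, but bins called on both libraries tend to be high in each. Of these bins, 8 were still called without Cada2-FLAG 0 h replicate 1 and 18 without replicate 2, and 0 bins were called by limma without untagged 0 h replicate 1 (2670 at an unadjusted p under 0.05) or 2 (2681). An association of Cada2 itself with transcribed genes remains open, as no test here separates it from background.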

How the results depend on the processing

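Of 948 alternative values for single named features, 850 kept their direction and side of the threshold, 87 lost the call, 3 gained it and 8 changed sign. The sign changes were in features that were never called: CCNA_00009_low (-0.23 to 0.035 with each library left out, positive without Cada2-FLAG 2 h replicate 1), CCNA_00009_high (0.012 with local median scaling, -0.21 to 0.086 with each library left out, positive without Cada2-FLAG 0 h replicate 1 and 2 h replicate 1), CCNA_00381 (0.047 with genome median scaling, -0.073 to 0.013 with each library left out, positive without RpoC-FLAG 2 h replicate 1), and with local median scaling CCNA_01002 (0.18) and CCNA_01006 (0.077). File layout as a batch term, deposited values and the crossed numbering were chosen after seeing the data. Except where stated, the cause was not tested. What depth limits was not tested.

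Calls for Cada2 bound bins after MMS (38), without MMS (75), Cada2 windows with MMS (25), Cada2 windows beyond untagged (7), RpoC genes with MMS (78), RpoC genes beyond untagged (84) and untagged genes (7) changed as follows. A pseudocount of 1 gave 11, 11 and, for the last 4, 4, 29, 30 and 0 (668 at an unadjusted p under 0.05). A fold of at least 2 gave 2, 16, 10, 0, 15, 12 and 0, fewer by construction. Deposited values gave 0, 0, 0, 0, 6, 0 and 0 by limma (8, 123, 20, 1, 12, 2 and 9 at an unadjusted p under 0.05), and moved the median of all features to 0.10, 0.59, 0.37, -0.40, -0.30, -1.13 and 0.86, from -0.032, -0.034, 0.0058, 0.095, -0.11, -0.091 and 0.0093. The layout term gave 148 and 320 bins, 33 windows beyond untagged (18 higher, 15 lower) and 11 untagged genes. Fitting only the groups compared gave 117 and 193 bins and 0 windows with MMS. Bins of 50 bp gave 111 and 205, and of 500 bp 7 and 13. For bins without MMS, genome median and local median scaling each gave 13 (11 and 10 of them higher, 84.6% and 76.9% against 97.3%), a pseudocount of 0.01 gave 119, and no variance trend 185. For windows beyond untagged, genome median scaling gave 0, local median scaling 3 and windows of 100 bp on each side 4. Leaving out each library gave 16 to 64 bins after MMS, 0 to 22 without MMS, 1 to 21 windows beyond untagged and 0 to 1 untagged genes (286 at an unadjusted p under 0.05 without untagged 2 h replicate 1). Windows beyond untagged were 4 higher and 5 lower without Cada2-FLAG 0 h replicate 2. The lone library left in a group is assumed to vary like the others. Over 1.5 times were the bins after MMS without Cada2-FLAG 2 h replicate 1 (64) or 2 (19) or untagged 2 h replicate 1 (16), all 4 for bins without MMS (0 without either untagged, 9 and 22 without Cada2-FLAG replicate 1 and 2), windows beyond untagged without Cada2-FLAG 2 h replicate 1 (21) or 2 (4), untagged 0 h replicate 1 or 2 (1), or untagged 2 h replicate 1 (2) or 2 (4), and untagged genes without any untagged library.

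The replicate block moved only bins without MMS, to 39, by over 1.5 times, and turned the direction of the transfer RNA list (adjusted p = 0.952). The numbers do not pair the libraries. Crossing the Cada2-FLAG 2 h numbers in the block gave 26 windows with MMS and 26 beyond untagged (18 higher, 8 lower).

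Lists are given as camera adjusted p. With an estimated correlation, adaptive response (0.0567), SOS (0.0693), heat shock (0.0567) and flagellum (0.0859) no longer passed, and flagellum did not with local median scaling (0.472). At the preset correlation, ribosomal proteins passed beyond untagged (0.000442) and with the layout term (0.0325), and ATP synthase and respiration in both (0.0307 and 0.0325) and with local median scaling (2.16e-07), but with an estimated correlation they were at 0.926 and 0.768 with MMS. Beyond untagged with an estimated correlation, chosen after seeing the data, no list passed: both were at 0.724, adaptive response, heat shock and flagellum at 0.0682 and SOS at 0.131. Cell cycle regulators turned direction beyond untagged (0.42; 0.730 with an estimated correlation). Leaving out each RpoC-FLAG library gave 0.000411 to 0.322 for ribosomal proteins, 0.0259 to 0.288 for cell division, 0.0183 to 0.716 for DNA replication, 0.0439 to 0.865 for cell cycle, 0.00036 to 0.88 for ATP synthase and 0.000411 to 0.144 for transfer RNA, with directions turning in all but DNA replication. They turned without 0 h replicate 1 and 2 h replicate 2 for ribosomal proteins, cell division, ATP synthase and transfer RNA, and without 0 h replicate 2 and 2 h replicate 1 for cell cycle. DNA replication passed without 2 h replicate 2.

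The correlation of Cada2 and RpoC changes was 0.324 by rank. The cada2 coding sequence difference did not pass with 2 kb flanks (0.92) or at 0 h alone (1.10, where 2 against 4 libraries cannot pass), and was 0.82 to 1.25 with each Cada2-FLAG library left out, not passing without 2 h replicate 1 (0.96) or 2 (0.82). Motif alternatives and the start of genes as a window were not run, for want of sequence and strand.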

Other observations

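Several genes outside the fixed lists gained RpoC-FLAG signal with MMS, and they were chosen after their values were seen. They included relB-3 (log2 fold 1.47), relE3 (1.31), parD2 (1.24) and parE2 (1.16) (limma adjusted p = 1.73e-05, 4.12e-05, 4.22e-05 and 5.09e-05). Others were mmcB (1.40), bacB (1.42), cdzC (1.42) and hfiA (1.23). With a pseudocount of 1 the named genes other than relB-3 were under the fold threshold (0.79 to 0.91), and with deposited values no call held.

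The 2 windows at CCNA_02100_low and CCNA_02099_high overlap, and untagged signal there was lower at 2 h. At CCNA_02100_low Cada2-FLAG signal was 0.925 ± 0.0785 at 0 h and 1.10 ± 0.071 at 2 h (SD, n = 2).

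Over CCNA_03844, beyond the low end of cada2, relative coverage at 2 h was 9.23 ± 1.24 in RpoC-FLAG cells and 1.64 ± 0.0937 in untagged cells, but 0.990 ± 0.00228 in Cada2-FLAG cells (SD, n = 2). No explanation for this difference between strains was tested.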
